# Translatomics Probes Into the Role of Lycopene on Improving Hepatic Steatosis Induced by High-Fat Diet

**DOI:** 10.3389/fnut.2021.727785

**Published:** 2021-11-02

**Authors:** Tengda Huang, Jingsu Yu, Zeqiang Ma, Qinghua Fu, Siqi Liu, Zupeng Luo, Kang Liu, Lin Yu, Weiwei Miao, Dongling Yu, Ziyi Song, Yixing Li, Lei Zhou, Gaoxiao Xu

**Keywords:** translatomics, Ribo-seq, lycopene, high fat diet, NAFLD

## Abstract

Liver is an important organ for fat metabolism. Excessive intake of a high-fat/energy diet is a major cause of hepatic steatosis and its complications such as non-alcoholic fatty liver disease and non-alcoholic steatohepatitis. Supplementation with lycopene, a natural compound, is effective in lowering triglyceride levels in the liver, although the underlying mechanism at the translational level is unclear. In this study, mice were fed a high-fat diet (HFD) to induce hepatic steatosis and treated with or without lycopene. Translation omics and transcriptome sequencing were performed on the liver to explore the regulatory mechanism of lycopene in liver steatosis induced by HFD, and identify differentially expressed genes (DEGs). We identified 1,358 DEGs at the translational level. Through transcriptomics and translatomics joint analysis, we narrowed the range of functional genes to 112 DEGs and found that lycopene may affect lipid metabolism by regulating the expression of *LPIN1* at the transcriptional and translational levels. This study provides a powerful tool for translatome and transcriptome integration and a new strategy for the screening of candidate genes.

## Introduction

The liver is one of the vital metabolic organs and the main area of lipid metabolism. The liver not only utilizes lipids to produce energy, but also secretes lipids in the form of very low-density lipoproteins (VLDLs) (1). However, high-fat/energy diet can cause lipid deposits in the liver (2), which may increase the risk of non-alcoholic fatty liver disease (NAFLD). A recent epidemiological study has shown that 12–38% of adults are suffering from NAFLD (3). Due to the high incidence of NAFLD in the population, its hazard to health, and limited treatment options (4, 5), there is an urgent need to develop new drugs and therapeutic strategies.

Lycopene (ψ,ψ-carotene) is a polyene, mainly found in ripe tomatoes, watermelon, guava, rose hips, papaya and grapefruit (6, 7). During recent decades, studies on the function of lycopene have mainly focused on its antioxidative, lipid-lowering, anti-inflammatory and antitumor effects (8–11). Some research has shown that lycopene can inhibit hepatic steatosis by inducing downregulation of fatty acid binding protein 7 through regulating miRNA-21 (12). In another study, the lycopene metabolite, apo-10'-lycopenoic acid, protects against the development of steatosis in ob/ob mice by upregulating SIRT1 gene expression and activity (13). Metabolomics research has revealed that lycopene can increase the levels of metabolites related to the antioxidant response, to alleviate steatosis induced by high-fat diet (HFD) (14). The regulatory effect of lycopene on lipid metabolism has been reported in miRNA (12), RNA (13), and metabolomics (14) studies, but the lack of studies at the level of gene translation has limited our further understanding of the lipid-lowering effect of lycopene.

Proteins are deeply involved in all aspects of cellular, physiological and developmental processes, such as cell growth and division, organogenesis, and reproductivity (15–17). Therefore, researchers have focused on protein expression. However, proteomics has some shortcomings. The sensitivity of protein profile detection is low, and it is difficult to detect low-abundance proteins, which may lead to some proteins with important biological functions, but low expression not being detected (18). RNA sequencing (RNA-seq) has the advantages of high throughput, high sensitivity and low cost; therefore, scientists usually use RNA-seq to detect the abundance of gene transcriptional expression to evaluate the abundance of protein expression (19). However, in recent years, it has been recognized that there is a poor correlation between mRNA and protein abundance. Gygi et al. found that there were 20–30-fold differences in mRNA and protein expression levels after comparing 106 yeast proteins (20), which indicated that it is inappropriate to regard gene transcriptional abundance as protein abundance (21). From RNA to protein, there are many processes such as RNA degradation, splicing, non-coding RNA regulation, epigenetic modification, and protein processing. Translatomics can fill the long omics gap between RNA and protein quantification and facilitate the study of gene expression regulation more directly. Ribosome footprint sequencing (Ribo-seq) is a recently developed method that can measure translational activity in a genome-wide and quantitative manner by base pair resolution (22), which opens a new way to understand biological problems.

This study depicted the molecular portrait of mice liver with or without lycopene treatment from translatome, which fills the gap in the research on the translation level of the lipid-lowering effect of lycopene. The purpose of the present study was to explain the regulatory mechanism of lycopene in liver lipid metabolism and identify differently expressed genes (DEGs) through the joint analysis of translatomics and transcriptomics. The results can provide a method for screening candidate genes and further understanding the mechanism of lycopene for the treatment of NAFLD.

## Materials and Methods

### Animals and Feeds

The C57/BL6 mice used in the experiment were purchased from Guangxi Medical University. Mice were randomly divided into three groups (*n* = 8 per group) and fed with different diets from week 8: CK: standard feed (10% kcal, Supplementary Table 1), HFD: high-fat feed (45% kcal, Supplementary Table 1), and LYC: high-fat feed containing lycopene (0.33% w/w) (23, 24). The feed for mice was purchased from Jiangsu Medicience Biopharmaceutical Co. Ltd., and the lycopene mixed into the feed was purchased from Xian Baichuan Biotechnology Co. Ltd. Animals were housed in a pathogen-free barrier environment, on a 12/12-h dark/light cycle throughout the study, and were supplied water *ad libitum*. After 8 weeks on different diets, the mice were euthanized.

### Oil Red O Staining

Liver tissue was prepared in frozen sections, which were stained with Oil Red O solution in 60% isopropanol for 10 min, and then counter-stained with hematoxylin for 1 min. The slides were viewed at 200 × magnification.

### Cell Culture

HepG2 cells were purchased from the Cell Bank of the Chinese Academy of Sciences Shanghai Institute of Cell Biology (Shanghai, China) and maintained in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum under an atmosphere of 5% CO_2_ at 37°C. At 80% confluence, the DMEM was changed to DMEM supplemented with oleic (200 μM) and palmitic (100 μM) acids (OAPA), simulating a high-fat environment. Lycopene (98%) was purchased from the China Beijing Solarbio Science & Technology Co., Ltd., dissolved in tetrahydrofuran containing 250 ppm butylated hydroxytoluene (99%; Shanghai Industrial Co., Ltd., Shanghai, China) and diluted to 10 μ M with fetal bovine serum. The cells were collected after 24 h of incubation.

### Triglyceride (TG) Measurement

TG content of the cells and tissues were measured using the TG assay kit (Pulilai, Beijing, China), as described previously (25).

### RNA Extraction and Quantitative Polymerase Chain Reaction (qPCR)

Total RNA from tissues and cells was extracted using TRIzol reagent and cDNA was synthesized using PCR conditions of 95°C for 3 min, followed by 40 cycles of 95°C for 10 s, 60°C for 1 min, and 72°C for 10 s. Gene expression levels were measured by quantitative PCR using the 2^−ΔΔCt^ method with β*-actin* as an internal control. The forward and reverse primers were as follows: *LPIN1*: TAAACGGAGCCGACACCTTGGA and CCGTTGTCACTGGCTTGTTTGG; β*-actin*: AACAGTCCGCCTAGAAGCAC and CGTTGACATCCGTAAAGACC.

### Western Blot

Tissue was lysed in RIPA lysis buffer (Solarbio, Beijing, China) containing 1 mM PMSF. The total protein concentration was determined using a BCA protein assay kit (Beyotime, Shanghai, China). The centrifuged supernatant was boiled and SDS-PAGE electrophoresis was performed (Mini-PROTEAN Tetra System, Bio-Rad), followed by transfer to a PVDF membrane. Subsequently, the primary antibodies anti-LPIN1 rabbit polyclonal antibody (1:1,000; D163631, Sangon Biotech, Shanghai, China), β-tubulin antibody (1:1,000; 2146s, Cell Signaling Technology, Inc., Shanghai, China) were incubated overnight at 4°C. The Image Lab (Universal Hood II, Bio-Rad) was used to detect chemiluminescent signals after the secondary antibody incubation.

### Ribo-seq

Total ribosome footprints (RFPs) extraction from liver tissue of mice was performed as previously described (26). Liver was pre-treated with 100 mg/ml cycloheximide for 15 min, washed with pre-chilled phosphate-buffered saline, then treated with cell lysis buffer {1% Triton X-100 in ribosome buffer [RB buffer, 20 mM HEPES–KOH (pH 7.4), 15 mM MgCI_2_, 200 mM KCl, 100 μg/ml cycloheximide and 2 mM dithiothreitol]}. Cell debris was removed by centrifugation at 16,200 × g for 10 min at 4°C. Supernatants were transferred into new pre-chilled 1.5-ml tubes with the addition of 2 μl Ribolock RNase Inhibitor (40 U/μl, Fermentas) in each tube. RNase I (10 U/μl, Fermentas) was added at 0.2 μl per tube, followed by incubation at 37°C for 15 min and reaction termination with 1% sodium dodecyl sulfate (1/10 volume per tube). The digested samples were pooled and layered on the surface of 15 ml sucrose buffer (30% sucrose in RB buffer). The ribosomes were pelleted by ultracentrifugation at 185,000 × g for 5 h at 4°C. Ribosome protected fragment (RPF) extraction was performed using the TRIzol method and rRNA was depleted using the Ribo-Zero rRNA Removal Kit (Mouse) (Epicenter).

### RNA-seq

Total RNA was isolated using TRIzol reagent. Equal amounts of total RNA or RFPs from the HFD and LYC groups were prepared for subsequent library construction and high-throughput sequencing. RNA libraries were prepared according to the protocol of the VAHTS mRNA-seq v.3 Library Prep Kit for Illumina (Vazyme Biotech Co. Ltd., Nanjing, Jiangsu, China), and the raw sequencing reads were generated on an Illumina HiSeqX Ten sequencer.

### Sequence Analysis

We used cutadapt and bowtie2 software to process raw data to obtain high-quality clean data. The clean data were compared to the reference genome (GRCm38/mm10) using STAR software. The FANSE2 series algorithm (27, 28) was used for quantitative genetic analysis. The mRNA and RPFs in each sample were normalized using reads per kilobase per million reads (RPKM) (29). Differential gene calculation was carried out for the identified genes by edgeR (30) software, and the screening threshold was |log2 fold change|>1 and *p* < 0.001. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were performed using the OmicShare tools; a free online platform for data analysis (http://www.omicshare.com/tools).

### Statistical Analysis

The results were analyzed using GraphPad Prism 8 and presented as the mean ± standard error of the mean. The student's *t*-test was used to determine the significance of the difference between two groups, and the differences were considered statistically significant if *p* < 0.05.

## Results

### Lycopene Alleviates TG Deposition Induced by High-Fat Diet

Figure 1 shows the schematic of the study design and high-throughput sequencing. After 8 weeks of feeding, the liver TG level under HFD was significantly increased (*p* < 0.001, Figure 2A), but the liver TG level of mice fed HFD supplemented with lycopene (LYC) was significantly lower than in those fed HFD alone (*p* < 0.001, Figure 2A). We also studied the effect of lycopene on lipid metabolism in HepG2 cells by adding OA and PA to DMEM to simulate a high lipid environment. The results showed a 25% decrease in intracellular TG level in the OAPA + lycopene group compared to the OAPA group (*p* < 0.01, Figure 2B). Oil Red O staining showed that a large number of lipid droplets accumulated in the liver of the HFD group, while the number of lipid droplets was significantly reduced in the LYC group (Figure 2C).

**Figure 1:**
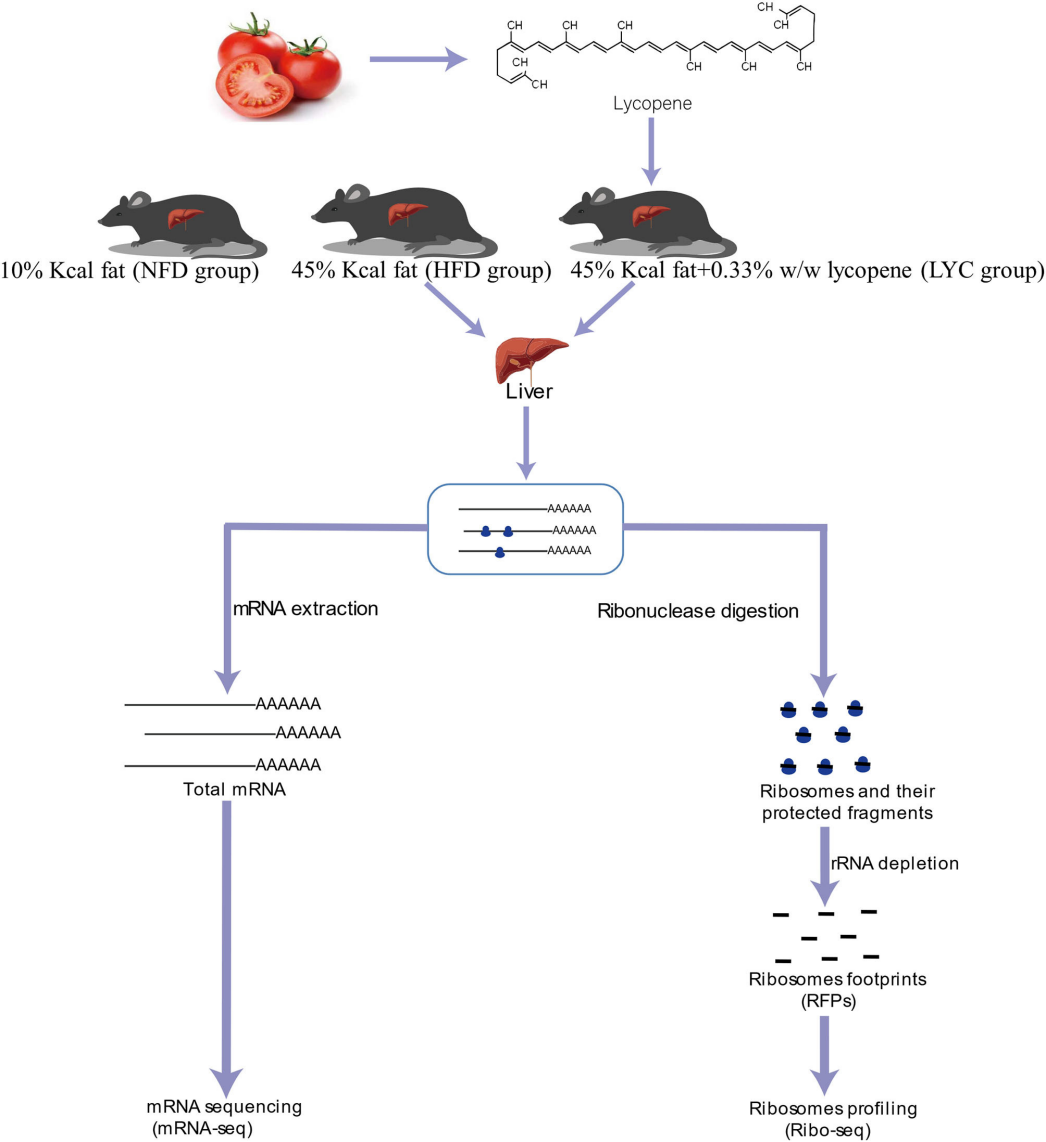
Schematic of the study design and high-throughput sequencing.

**Figure 2:**
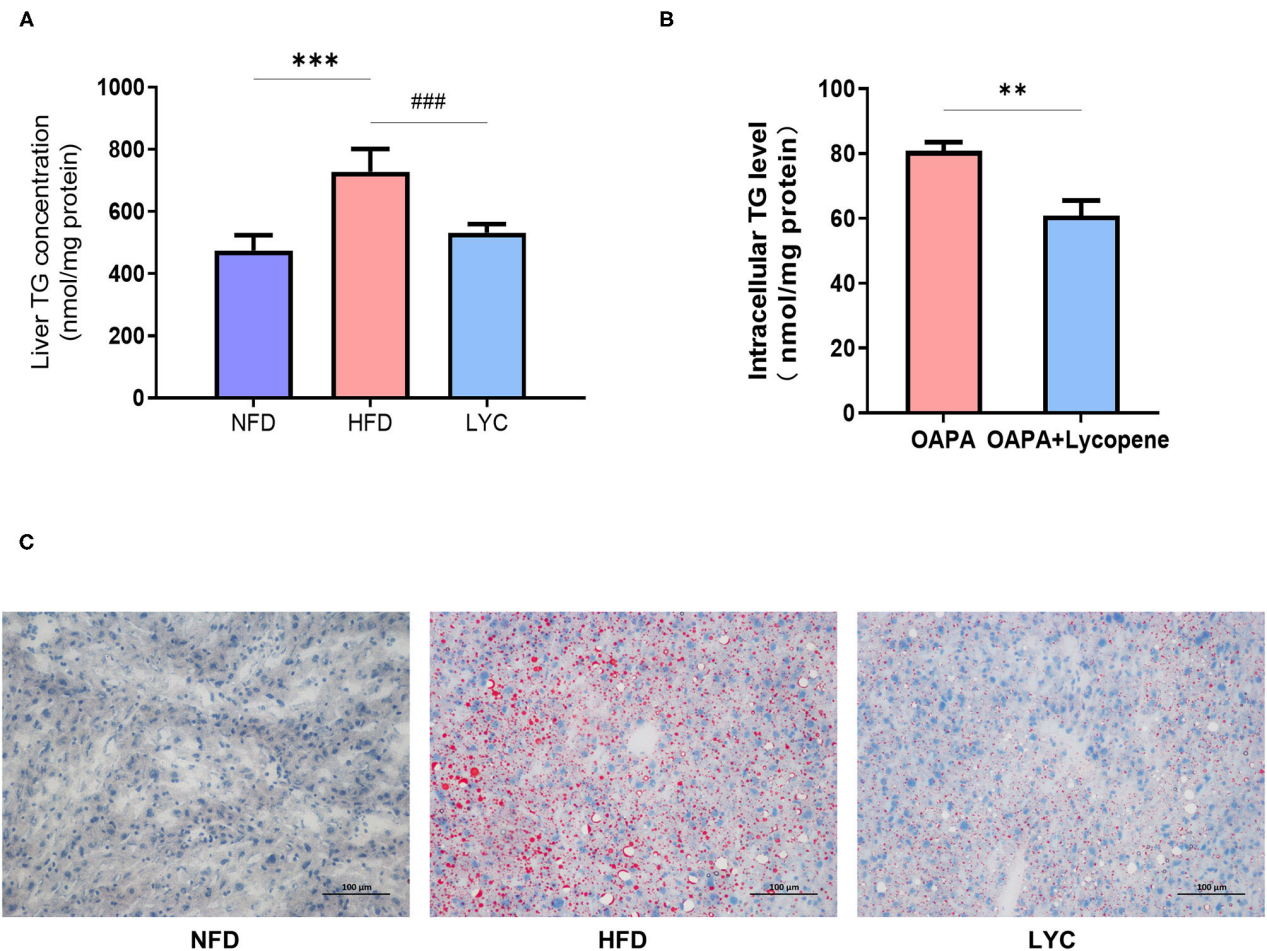
Lycopene alleviates liver fatty deposition induced by HFD. **(A)** Mouse liver TG level. **(B)** Oil Red O staining (×200 magnification) of the liver in different groups. Scale bar = 100 μm. **(C)** HepG2 cell TG level. Data are expressed as the mean ± SD. ^**^p< 0.01, ^***^p or ^###^ *p* < 0.001. NFD, normal fat diet group; HFD, high fat diet group; LYC: lycopene group.

### Overview of Ribo-seq Results

To investigate the underlying mechanism of lycopene on improving hepatic steatosis, we used a translatome analysis to identify the liver DEGs between the HFD and LYC groups. Six cDNA libraries, including three biological replicates from the HFD group (HFD1, HFD2, and HFD3) and three biological replicates from the LYC group (LYC1, LYC2, and LYC3) were constructed and analyzed by high-throughput sequencing. 

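Ribo-seq sequences the RNA fragments that ribosomes protect from digestion, so the reads on a coding gene are taken as its ribosome footprints. Reads on non-coding RNA genes need not be footprints. The libraries came from livers of mice fed a high-fat diet alone (HFD, n = 3 libraries) or the same diet with 0.33% lycopene by weight (LYC, n = 3 libraries) for 8 weeks. Each library was taken to stand for a single mouse, although the paper's Ribo-seq methods mention a pooling of digested samples. The authors cleaned the reads with cutadapt and bowtie2, aligned them to GRCm38/mm10 with STAR, quantified genes with FANSE2 and deposited the RPKM of each gene in each library. Within a library the RPKM of a gene is a whole multiple of what 1 read is worth at that gene's length, so the reads behind each value were recovered from these steps. The gene lengths implied by the second deposited table gave whole reads in all 6 libraries for 10985 of the 15749 genes above 0, and a length fitted to the gene itself was used for the other 4764 genes. The steps correspond to library totals of 2726202, 4405541 and 834410 reads in HFD1, HFD2 and HFD3, and of 394461, 311050 and 412116 reads in LYC1, LYC2 and LYC3. The median total was 6.91 times higher in HFD than in LYC. On a gene of 1 kb, 1 read was worth 0.227 to 1.20 RPKM in the HFD libraries and 2.43 to 3.21 RPKM in the LYC libraries, which limits what can be seen of low genes in LYC. Genes of small non-coding RNA took 4.01% ± 0.763 of the reads on listed genes in HFD (SD, n = 3) and 12.3% ± 2.14 in LYC (SD, n = 3). A scaling between libraries by their total reads therefore depends on how these genes are handled. For each gene LYC was compared with HFD by limma's moderated test, two-sided, with a mean-variance trend, on log2(RPKM / TMM factor + 1), where the trimmed mean of M-values (TMM) factor is edgeR's scaling between libraries. The pseudocount of 1 makes a log2 fold change understate the change of a low gene. The test covered the 5677 genes that edgeR's filterByExpr kept on the recovered reads, and a gene was called at an absolute log2 fold change above 1 and an unadjusted p below 0.01, the limits given in the paper's results.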

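In a principal component analysis of the RPKM values of 25029 genes, centred and without a log, PC1 took 95.1% of the variance between the 6 libraries and PC2 took 2.81%. The HFD libraries lay close together on PC1, between -222380 and -214647. LYC1 lay at 360316, LYC3 at 290881 and LYC2 at 5817, so the spread within LYC was larger than within HFD. Snord43, a C/D box small nucleolar RNA gene singled out after its values were seen, carried 74.1% of the squared PC1 loading, and the 10 genes with the largest loadings carried 98.0%. The RPKM of Snord43 was 25791, 20254 and 13757 in the HFD libraries and 512408, 179768 and 467152 in the LYC libraries. Small non-coding RNA genes together carried 97.8% of the squared PC1 loading. Mup2, singled out after its values were seen, carried 2.04%, most of the rest. Without the small non-coding RNA genes PC1 took 96.2% of the variance and the groups lay apart on it. On a scale without a log a single gene such as Mup2 can carry such a component, so this share does not show a broad difference. On the log2(RPKM + 1) scale the share of PC1 changed most, to 44.3%, and the groups still lay apart on it. Pearson's r across genes on that scale was 0.967 to 0.977 between HFD libraries and 0.899 to 0.912 between LYC libraries. Between an HFD and a LYC library it was 0.886 to 0.915, a range that holds all the values within LYC; genes are not independent replicates.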

The principal component analysis of six samples was calculated and showed high-level repeatability of intraclass samples (Figure 3A). The overlapping genes in the HFD and LYC groups were counted, and there were 11,580 genes detected in both groups (Figure 3B). 

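A gene was counted as detected in a group when at least 1 of its 3 libraries held at least 1 read of it. By this rule 11580 genes were detected in both groups, 4037 in HFD alone and 136 in LYC alone. At least 1 read was found on 14080, 14669 and 12371 genes in HFD1, HFD2 and HFD3, and on 9542, 9104 and 9971 genes in LYC1, LYC2 and LYC3. The genes detected in HFD alone had a median of 4 reads over the 3 HFD libraries together, and 2986 of them (74.0%) had 10 or fewer. With a read required in all 3 libraries, the rule that moved the count most, 7340 genes were detected in both groups, 4422 in HFD alone and 73 in LYC alone. The reads on genes other than small non-coding RNA were also thinned at random to 243839 per library, the number in LYC2, in 20 draws. At this equal depth a mean of 10636 genes was detected in both groups, 1982 in HFD alone and 633 in LYC alone. Each thinned HFD library showed 10524 to 10662 genes and each thinned LYC library 8902 to 9422 genes, a gap wider than the spread within either group.

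**Figure D1:**
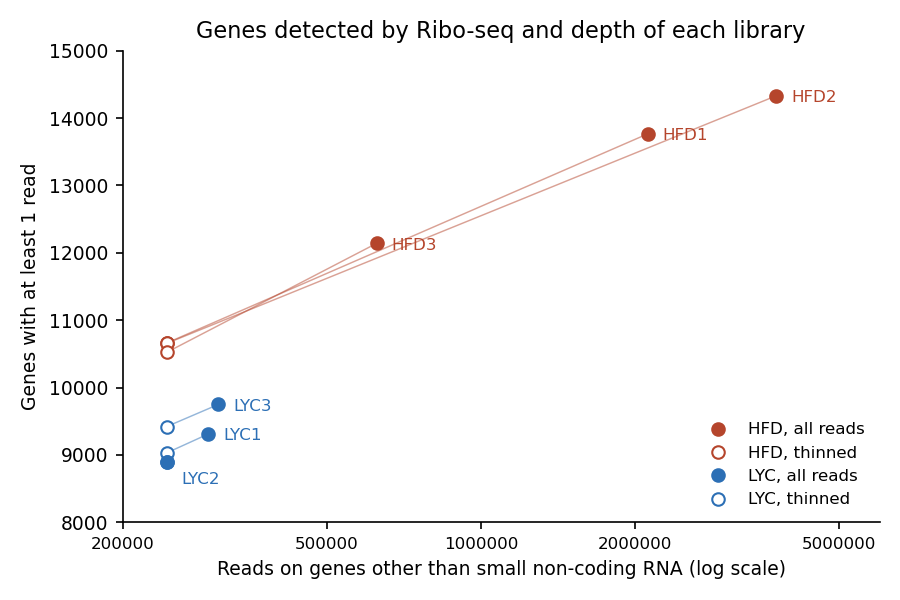
Genes with at least 1 read (vertical axis) against reads on genes other than small non-coding RNA (horizontal axis, log scale) for the 3 HFD and 3 LYC libraries. Filled points use all reads, and open points, joined to them by lines, are the means of 20 draws at 243839 reads, the depth of LYC2, whose points coincide. All open HFD points lie above 10000 genes and all open LYC points below.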

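The abundance of a gene in a group was taken as the mean RPKM of its 3 libraries, on the log2 scale without a pseudocount. Over the 11576 genes above 0 in both groups, the squared Pearson correlation across genes between HFD and LYC was 0.781. Between single libraries it was 0.884 to 0.903 within HFD, 0.758 to 0.796 within LYC and 0.671 to 0.749 between the groups. The value for the group means changed most with log2(RPKM + 1) over the genes above 0 in either group, where it was 0.849. Genes are not independent replicates, so these values describe the libraries.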

The abundance of gene in the HFD and LYC groups had a high correlation (*R*^2^ = 0.7814, Figure 3C), which indicated that these two groups can be analyzed together. 

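Among the 5677 genes tested, 395 were called higher and 370 lower in LYC. The largest adjusted p among the calls was 0.0674 from limma's test with Benjamini-Hochberg adjustment, and 351 higher and 294 lower genes had an adjusted p below 0.05. The 3 LYC libraries did not overlap the 3 HFD libraries in 376 of the higher and 370 of the lower calls. The same held for 37.6% of all genes tested, where chance gives 10%. Overlap was judged on RPKM without TMM factors, a scale on which genes in general lie lower in LYC. That shared shift may add to the 37.6% and favours the lower calls. The split between higher and lower depended on the scaling: with total library size in place of TMM factors, 234 genes were called higher and 656 lower, and the median log2 fold change of all genes moved from -0.10 to -0.36. Without a filter on low genes 366 were called higher and 852 lower, and with an unadjusted p below 0.001, the limit in the paper's methods, 193 and 106. The 5 higher calls with the smallest p among those without overlap were the microRNA gene Mir30e, the small nucleolar RNA genes Gm12238, Snora44 and Snord100, and Terc, the telomerase RNA gene. All are non-coding RNA genes, so their rise cannot be read as more translation. Mir30e (chromosome 4, 120772606 to 120772697, GRCm38) had an RPKM of 181 ± 62.3 in HFD (SD, n = 3) and 50852 ± 6375 in LYC (SD, n = 3), a log2 fold change of 8.47 (standard error 0.32, adjusted p = 6.17e-06 from limma with Benjamini-Hochberg adjustment). Its reads were 46, 98 and 9 in the HFD libraries and 1929, 1249 and 2114 in the LYC libraries. The other 4 had log2 fold changes between 5.77 and 7.61. The 5 lower calls were the protein-coding genes Tjp3, Cox14 and Lrfn3, Snord65, and 1810032O08Rik. Cox14 (chromosome 15, 99725618 to 99728136) had an RPKM of 146 ± 39.3 in HFD and 9.78 ± 3.30 in LYC (SD, n = 3 each), a log2 fold change of -3.51 (standard error 0.33, adjusted p = 0.000447 from the same limma test). Its reads were 376, 375 and 78 in HFD, and 2, 2 and 4 in LYC. Tjp3 and Lrfn3 had no read in any LYC library and were at least 4.21-fold and 3.68-fold lower in LYC, set against a floor of 3 reads per library. Lrfn3 overlaps an annotated small RNA gene, so its reads cannot be assigned to it alone. With each library left out in turn, these genes kept their direction in every fit that tested them.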

Subsequently, 1,358 DEGs of Ribo-seq were identified by |log_2_(fold change) |>1, *p* < 0.01, among which 505 were upregulated and 853 downregulated (Figure 3D and Supplementary Table 2). 

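The paper's 505 upregulated and 853 downregulated genes were looked up by name, and 504 and 852 of them were found. All 423 upregulated and all 569 downregulated genes that passed the filter on low reads moved in the paper's direction, and 357 and 362 of them were called. The other 81 and 283 genes had too few reads to be tested. On RPKM without TMM factors, the HFD and LYC libraries did not overlap in 423 of the upregulated and 846 of the downregulated genes found. This is no independent check, since the genes were selected on these libraries, and the scale favours lower values in LYC. Chance gives 10% for 3 libraries against 3. A downregulated gene had a median of 271 reads over the HFD libraries together and 8 over the LYC libraries. Of these genes 270 had 3 or fewer LYC reads in all, and 131 were listed at 0 in every LYC library. No upregulated gene had so few LYC reads, and their medians were 208 HFD and 79 LYC reads. Small non-coding RNA genes made up 86 of the upregulated and 29 of the downregulated genes.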

The 1,358 DEGs of Ribo-seq were demonstrated in a heat map based on gene expression levels (Figure 3E).

**Figure 3:**
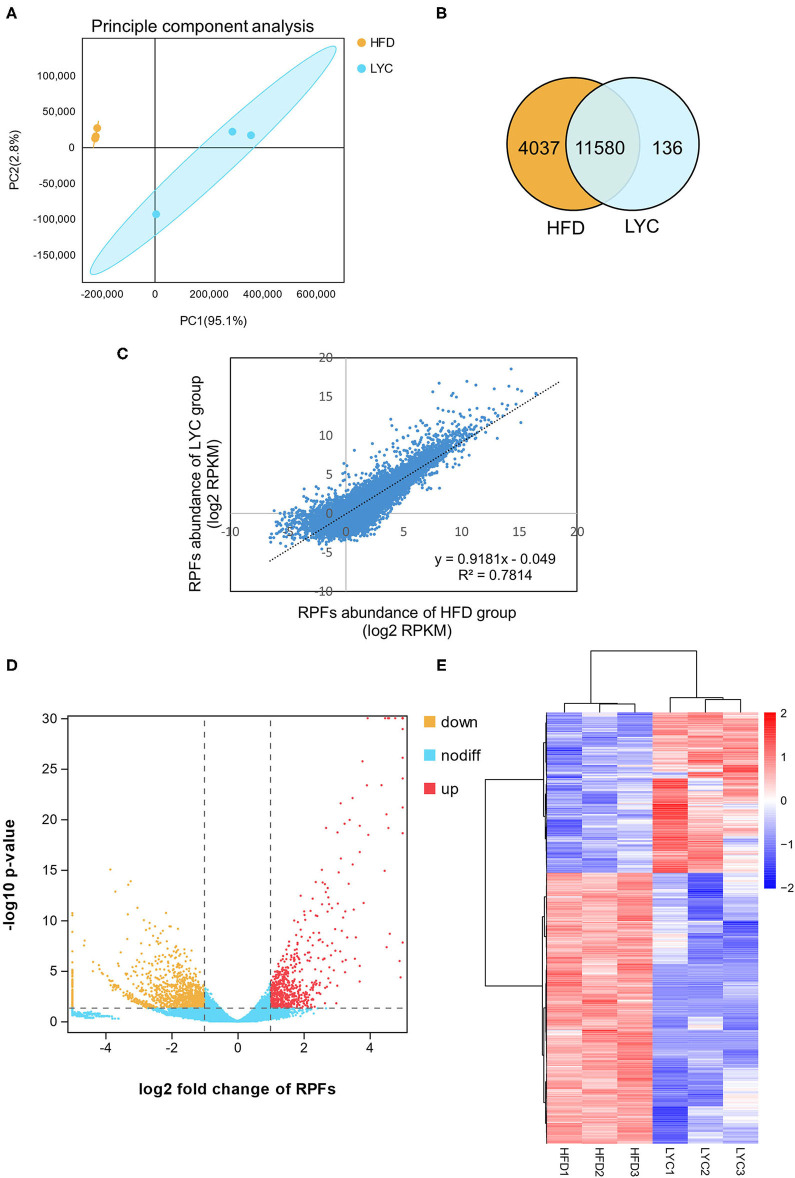
Overview of Ribo-seq results in HFD and LYC mice livers. **(A)** Principal component analysis of Ribo-seq. **(B)** Venn diagram showing number of common genes among the two groups. **(C)** RPFs abundance correlation scatter plot between HFD and LYC livers. **(D)** Volcano plots indicate the directionality of significant DEGs. Genes upregulated (red) or downregulated (orange) by supplement lycopene correspond to a 1.0 decrease or increase in log_2_ fold change with *p* < 0.01. **(E)** A total of 1,358 DEGs were clearly distinguished based on their Ribo-seq abundance. The color key (from blue to red) of *Z*-score value (−2–2) indicated low to high expression levels. HFD1, HFD2, and HFD3 represent group HFD biological repetition 1, 2, and 3. LYC1, LYC2, and LYC3 represent group LYC biological repetition 1, 2, and 3.

### GO and KEGG Functional Enrichment Analysis

GO and KEGG analyses were conducted to examine the functional pathways for DEGs. The top 20 GO terms, classified by –log_10_(*p-*value), were significantly enriched in DEGs of Ribo-seq compared to the genome background GO. The top 20 GO terms included eight biological process (BP), 11 cellular component (CC) and one molecular function (MF). The BP terms were enriched in cellular metabolic process, metabolic process, organic substance metabolic process (Figure 4A, Supplementary Table 3). The functional enrichment cycle diagram displayed the top 20 KEGG pathways, classified by –log_10_(*p*-value), which revealed that the DEGs of Ribo-seq were mainly enriched in five KEGG A classes, including metabolism, genetic information processing, cellular processes, organismal systems and human diseases. 

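The paper's KEGG supplement lists the DEGs of each pathway, in part shortened, and their Ribo-seq values were taken from the 6 libraries. These genes are the paper's own calls on the same libraries, so neither their number past a threshold nor their direction is a test of the pathway as a whole. Of the 15 genes of glycerophospholipid metabolism, 5 were higher and 10 lower in LYC, with 4 called higher and 6 called lower. Among 21 of the 25 genes of protein processing in endoplasmic reticulum, 9 were higher and 12 lower. The spliceosome genes were mostly higher, 15 of 18, with a median log2 fold change of 1.34 over the 15 tested. Ferroptosis was split evenly, with 4 genes higher and 4 lower. In thermogenesis, 17 of the 21 genes listed, out of 32, were higher and 4 lower.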

Among these pathways, metabolism included oxidative phosphorylation (ko00190) and glycerophospholipid metabolism (ko00564); genetic information processing included protein processing in endoplasmic reticulum (ko04141) and spliceosome (ko03040); cellular processes included ferroptosis (ko04216); organismal systems included thermogenesis (ko04714); human diseases included NAFLD (ko04932) (Figure 4B, Supplementary Table 4). 

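Of the 24 oxidative phosphorylation DEGs the supplement names 21, and in all of them the HFD and LYC libraries did not overlap. Higher levels in LYC were found for 17 of them, all called, and lower levels for 4. The 2 called lower were Cyc1 and Tcirg1, named after their values were seen. The median log2 fold change of the 21 genes was 1.39, with a range from -1.39 to 2.42. Of the 25 NAFLD DEGs 21 are named, and 15 of these are also in the oxidative phosphorylation list. In this list 13 genes were higher and 8 lower, with 12 called higher and 2 called lower. The subunits of the 5 respiratory complexes were also tested as a list, whether called or not. This list was fixed before the deposited values were read, but after the paper's supplementary tables, which rest on the same libraries, had been read. Of the 77 subunits tested, 63 were higher in LYC, with a median log2 fold change of 0.75 against -0.10 for all genes. Limma's camera test of the list against the other genes, two-sided, gave p = 2.98e-11, the smallest of the 10 splits of the libraries into 3 and 3, for which an exact permutation test gives p = 0.1. A split with 1 HFD and 2 LYC libraries on one side gave 5.02e-09 by the same test, which takes genes as its units. Called higher were 24 of the subunits and called lower 1; 28 had an adjusted p below 0.05 over all genes (limma with Benjamini-Hochberg adjustment), and 42 when adjusted over the list alone. The median was 0.83 in complex I (36 genes), 0.64 in complex II (4 genes), 0.48 in complex III (9 genes), 0.22 in complex IV (11 genes) and 0.86 in complex V (17 genes). Shorter genes were higher in LYC in general, and with each library's trend on gene length removed the median of the 77 subunits was 0.37 against -0.03 for all genes.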

As shown in Supplementary Figures 1A,B, the KEGG network diagram, respectively, showed 24 DEGs of Ribo-seq enriched in the oxidative phosphorylation pathway and 25 DEGs of Ribo-seq enriched in the NAFLD pathway. In conclusion, our data indicated that lycopene can regulate lipid metabolism by effecting translational level, thus alleviating NAFLD.

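The supplement places 51 DEGs in 15 pathways of the lipid metabolism class. In the Ribo-seq libraries 17 of these genes were higher and 34 lower in LYC, and the groups did not overlap in 48. Over the 45 genes tested the median log2 fold change was -1.16, with 13 genes called higher and 24 called lower, and 31 had an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment). These genes are chosen from the paper's DEGs, of which 853 of 1358 are lower in LYC, and the other genes of the class were not tested as a group. With 3 mice per group the smallest p that an exact permutation test of 1 gene can give is 0.1, so a call rests on the model's shared estimate of the spread across genes. The paper reasons from the DEGs of the translatome to the pathways they are enriched in, among them oxidative phosphorylation and NAFLD. It concludes that its data point to lycopene being able to regulate lipid metabolism at the level of translation and so to alleviate NAFLD.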

**Figure 4:**
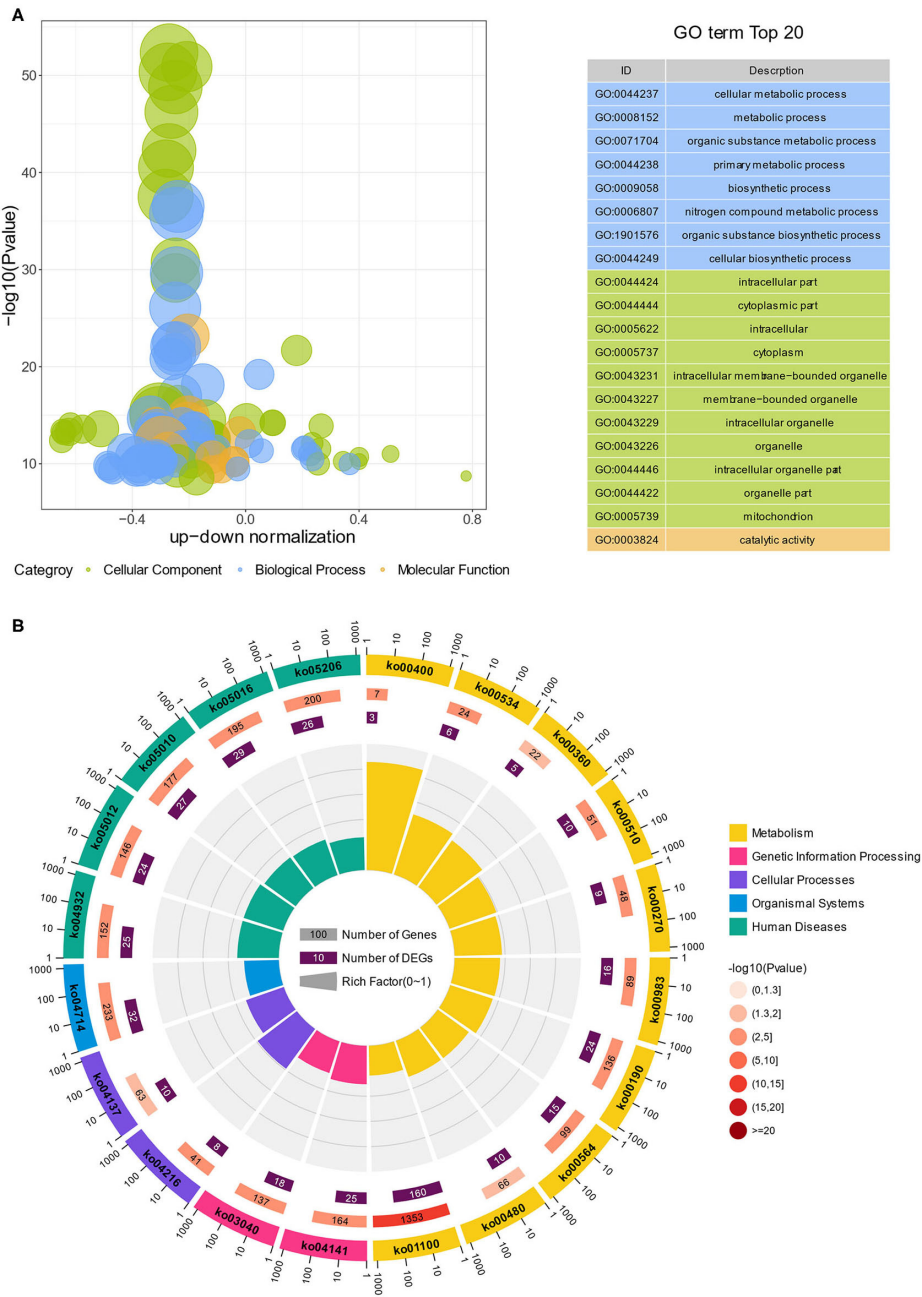
GO and KEGG analysis of DEGs in Ribo-seq. **(A)** GO bubble diagram showing the top 20 enriched GO terms. Three colors represent three GO categories, including cellular component, biological process and molecular function. **(B)** The enrichment circle diagram shows the KEGG analysis of the top 20 pathways. Four circles from the outside to the inside. First circle: the classification of enrichment, outside the circle is the scale of the number of genes. Different colors represent different categories. Second circle: number and *p*-values of the classification in the background genes. The more genes, the longer the bars, the smaller the value, the redder the color. Third circle: bar chart of the total number of DEGs. Fourth circle: rich factor value of each classification (number of DEGs in this classification divided by the number of background genes). Each cell of the background helper line represents 0.1.

### Lycopene Altered Gene Expression at Transcriptional and Translational Levels

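RNA-seq counts reads from all mRNA of a tissue, whether or not ribosomes occupy it. The authors deposited read counts and RPKM per gene for 6 libraries labelled RNA-seq, 3 HFD and 3 LYC. Their total counts were 4730705, 805557 and 2976534 in HFD and 673832, 582184 and 687242 in LYC. The single gene Lars2, singled out after its values were seen, took 6.68% to 15.0% of the counts in HFD and 35.9% to 40.3% in LYC. Of the values that the paper's RNA-seq supplement gives for 1972 genes found in this table, 3.20% lay within 1% of the table's RPKM. For the paper's Ribo-seq supplement and the Ribo-seq table the share was 100%, over 1997 genes. Across 850 genes the log2 fold changes of this table and of the RNA-seq supplement had a Pearson's r of 0.159; genes are not independent replicates. As the values are not those the paper's RNA-seq results rest on, they were not used beside those results.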

To further investigate the role of lycopene in regulating hepatic steatosis induced by HFD, we performed RNA-seq using the liver of mice in the HFD and LYC groups. In the RNA-seq data, there was a good correlation of biological duplications within the two groups (Supplementary Figure 2). The volcano map shows 1,127 DEGs in RNA-seq (Supplementary Figure 3 and Supplementary Table 5). Due to the high correlation of gene expression abundance between transcriptome and translatome, the two omics can be combined for analysis (*R*^2^ = 0.7225 and 0.5372, respectively; Supplementary Figure 4). We detected 695 upregulated and 432 downregulated genes at the transcriptional level, and 505 upregulated and 853 downregulated genes at the translational level (Figure 5A). Only 51 DEGs were upregulated in both the transcriptome and translatome, and only 61 DEGs were downregulated in both the transcriptome and translatome (Figure 5B). Based on the fold change of RPKM (| log_2_(fold change) | > 1 and *p* < 0.01 as cutoff), genes were classified into nine categories (Figure 5C and Supplementary Table 6). Further analysis revealed that 1.03% of the responsive genes (112 genes) were among the accordant groups (quadrant C and G), which were co-regulated with their expression increased or decreased to a similar extent at the transcriptional and translational levels. 

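The Ribo-seq side of this classification was followed in the 6 Ribo-seq libraries, and its RNA-seq side was not analysed here. All 51 genes of quadrant C were found, all were higher in LYC, and the libraries of the groups did not overlap in 41 of them. Of the 42 tested, 34 were called, with a median log2 fold change of 1.69 and a range from 0.87 to 4.20. In quadrant G 60 of the 61 genes were found, the remaining one having a name turned into a date, and all were lower in LYC. The groups did not overlap in 59 of the 60, and 30 of the 41 tested were called, with a median of -1.58 and a range from -0.88 to -3.51. In 17 of the quadrant G genes the LYC libraries together held 3 or fewer reads. As the quadrants were built from calls on these libraries, the direction and the lack of overlap are given here as a description only.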

Meanwhile, 16.61% of the responsive genes (1,799 genes) were located in the other six discordantly regulated groups (classes A, B, D, F, H, and I; Figure 5C). By combining RNA-seq and Ribo-seq, we were able to narrow our focus to the 112 DEGs (C and G quadrants) that are regulated in the same direction as transcription and translation.

**Figure 5:**
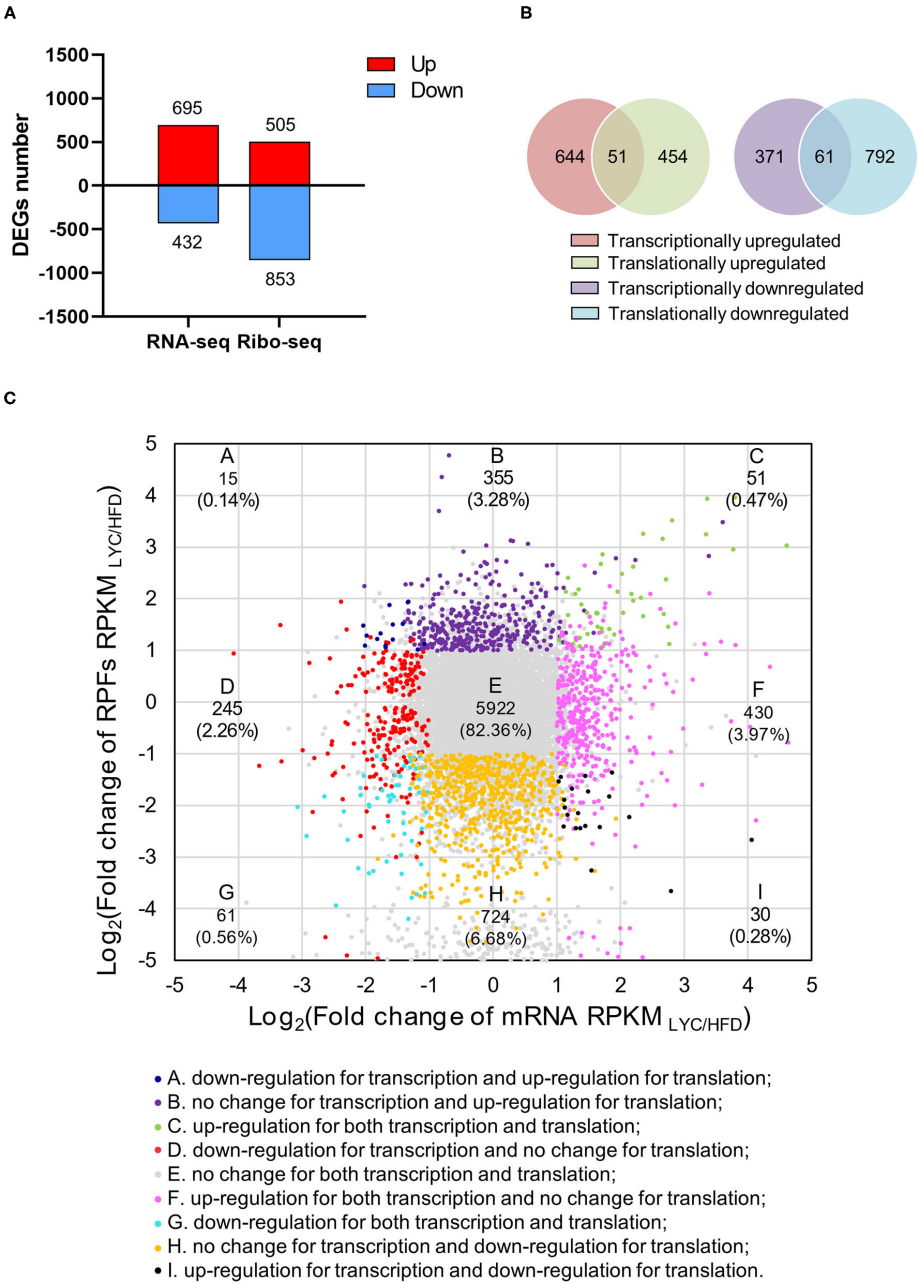
Lycopene altered gene expression at both transcriptional and translational levels. **(A)** Number of DEGs (|log_2_ fold change| ≥1 and *p* < 0.01) at transcriptional or translational levels. The red and blue bars refer to the number of upregulated and downregulated genes, respectively. **(B)** Venn diagram showing the relationship between transcriptome and translatome. **(C)** Fold changes of RPKMs at transcriptional and translational levels. Nine squares in different colors indicate nine responsive groups (|log_2_fold change| ≥1 and *p* < 0.01).

### Functional Enrichment Analysis of Protein–Protein Interaction Networks

The functional protein association networks were conducted using the online STRING website (https://string-db.org/) and the interactions of the coding proteins of the 112 DEGs (quadrants C and G, Figure 5C) were analyzed to identify the important genes. The results showed *LPIN1* had most crossover nodes in TG metabolic process, lipid metabolic process and cellular lipid metabolic process (Figure 6A). 

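Besides Lpin1, Fig. 6A assigns Lpin2, Lipe, Pck1, Gpat4 and Insig2 to the TG metabolic process, and their Ribo-seq values follow. They come from quadrants C and G, built from calls on these same libraries, so direction and p values here are a description only. Pck1 (chromosome 2, 173153073 to 173159274, GRCm38), which encodes phosphoenolpyruvate carboxykinase and is also induced by fasting and glucocorticoids, had an RPKM of 396 ± 139 in HFD (SD, n = 3) and 1145 ± 518 in LYC (SD, n = 3), a log2 fold change of 1.79 (standard error 0.34, adjusted p = 0.0148 from limma with Benjamini-Hochberg adjustment). Gpat4 (chromosome 8, 23171265 to 23208453), a glycerol-3-phosphate acyltransferase, had 35.7 ± 10.5 in HFD and 66.0 ± 13.8 in LYC, a log2 fold change of 1.16 (standard error 0.25, adjusted p = 0.0212, limma). Lpin2 (chromosome 17, 71183532 to 71249818), a paralog of Lpin1, had 24.4 ± 3.04 in HFD and 46.6 ± 14.6 in LYC, a log2 fold change of 1.15 (standard error 0.28, adjusted p = 0.0311, limma), and it was called in 2 of the 6 fits that each left out one library. Insig2 (chromosome 1, 121304353 to 121332662), which encodes a regulator of sterol synthesis, moved the other way, from 123 ± 20.3 in HFD to 39.7 ± 6.21 in LYC, a log2 fold change of -1.32 (standard error 0.22, adjusted p = 0.00903, limma). In these 4 genes every LYC library lay outside the range of the HFD libraries, for which an exact permutation test gives p = 0.1, two-sided, the smallest that 3 libraries against 3 allow. Lipe (chromosome 7, 25379527 to 25398486), the hormone-sensitive lipase gene, had 32, 56 and 5 reads in HFD and 5, 9 and 12 in LYC and was removed by the filter on low reads. Its RPKM was 3.64 ± 1.30 in HFD and 8.47 ± 3.39 in LYC, and its libraries overlapped (exact permutation test, two-sided, p = 0.2).

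**Figure D2:**
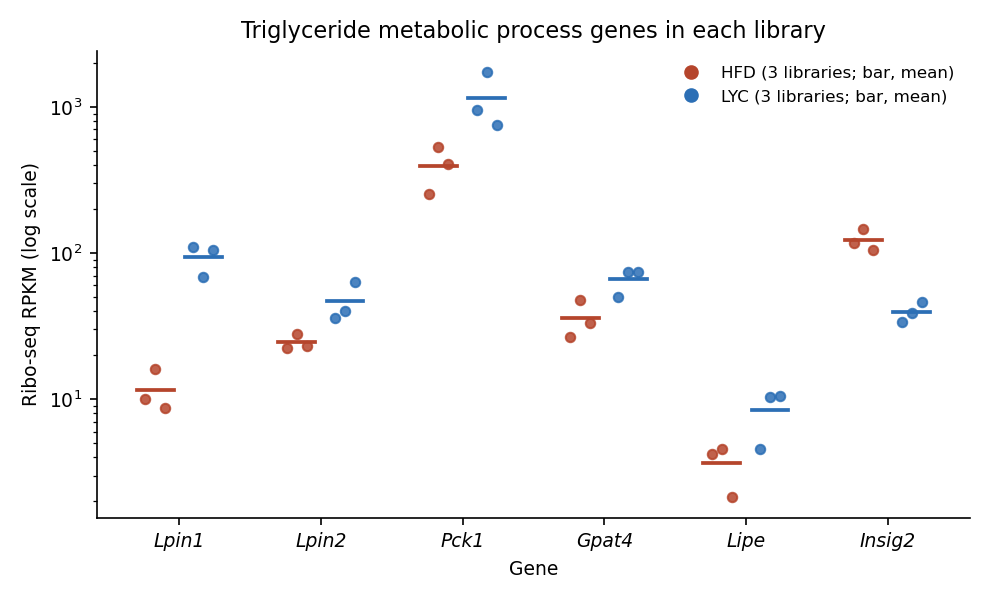
Ribo-seq RPKM (vertical axis, log scale) of 6 genes of the TG metabolic process in the 3 HFD and 3 LYC libraries; points are libraries and bars are group means. Lpin1, Lpin2, Pck1 and Gpat4 lie higher in every LYC library, Insig2 lies lower in every LYC library, and the groups overlap for Lipe.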

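Lpin1, which encodes the phosphatidate phosphatase lipin 1, lies on chromosome 12 of GRCm38 from 16535669 to 16653903. In the Ribo-seq libraries it had 154, 399 and 41 reads in HFD1, HFD2 and HFD3, and 243, 120 and 241 reads in LYC1, LYC2 and LYC3. Its RPKM was 11.6 ± 3.93 in HFD (SD, n = 3) and 94.0 ± 22.2 in LYC (SD, n = 3), 8.09 times higher in LYC. The log2 fold change was 3.20 on the log2(RPKM + 1) scale (standard error 0.32, adjusted p = 0.000642 from limma's test with Benjamini-Hochberg adjustment). On the recovered reads it was 3.34 (standard error 0.31, adjusted p = 1.43e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between 3.00 and 3.49, and Lpin1 was called in all 6 fits. The lowest LYC library, at 68.6 RPKM, lay above the highest HFD library, at 16.1 RPKM. Lpin1 was selected from the paper's calls on these same libraries, so these values are no independent check. The paper's supplements report log2 fold changes of 3.24 in Ribo-seq and 3.35 in RNA-seq. Clock genes that peak late in the light phase and genes induced by glucocorticoids or fasting were also higher in LYC (medians 1.29 and 1.20). The hour of collection and fasting before it are not stated in the paper. The rise of Lpin1 therefore cannot be set apart from a difference in either.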

According to real-time fluorescent quantitative PCR, western blot, RNA-seq and Ribo-seq data, compared with the HFD group, *LPIN1* was significantly increased in the LYC group (Figure 6B). *LPIN1* promoted TG metabolism. These results suggest that lycopene may play a lipid-lowering role by regulating the expression of genes related to TG metabolism.

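Of the 6 genes that Fig. 6A assigns to the TG metabolic process, 5 had a higher and 1 a lower mean in LYC, and 4 were called higher and 1 lower. As the figure draws on the paper's calls on these libraries, such counts are no independent check. With total library size in place of TMM, Lpin2 (log2 fold change 0.87) and Gpat4 (0.88) were not called. Neither were they with at least 10 reads required in every library (0.89 and 0.91), which left Lpin1 and Pck1 called higher and Insig2 called lower in each of these settings. The paper takes the genes changed in the same direction in RNA-seq and Ribo-seq, finds Lpin1 at the centre of the network of TG and lipid metabolism and higher in LYC by each assay, and proposes from this that lycopene lowers lipids through the expression of genes of TG metabolism.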

**Figure 6:**
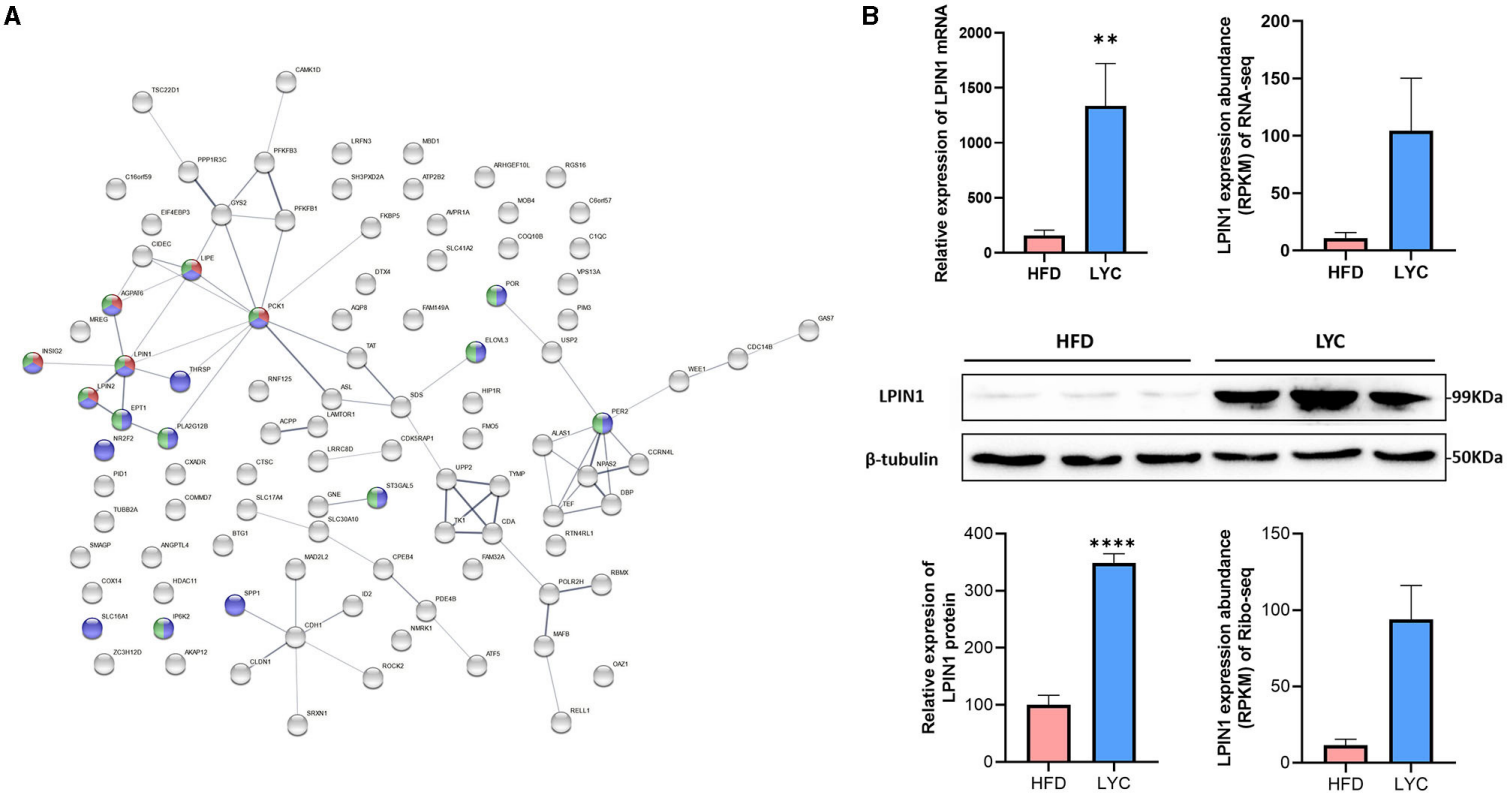
Protein–Protein Interaction Networks. **(A)** Interactive map encoded by differential genes. Nodes represent the proteins. Red: TG metabolic process; Green: lipid metabolic process; purple: cellular lipid metabolic process. **(B)** *LPIN1* expression level base on RT-qPCR, western blot, RNA-seq and Ribo-seq data. **p < 0.01. ****p< 0.0001.

## Discussion

Currently, there is no definitive treatment for NAFLD, and therefore, finding new drugs and treatments is valuable. In our research, liver TG levels were significantly increased in mice fed a HFD (Figure 2A), indicating successful construction of the NAFLD model. In addition, lycopene can improve liver fat accumulation induced by HFD (Figure 2A). This is consistent with previous reports (31–33). *In vitro*, lycopene also significantly alleviated TG accumulation in HepG2 cells induced by OA and PA. Our previous study (20) has shown that different concentrations of lycopene are non-toxic and promoted cell proliferation. In addition, the mice fed with lycopene had no adverse effect, and the body weight increased and the body fat rate decreased significantly. It is suggested that lycopene can be used as a harmless natural dietary supplement.

Translational regulation is a main element of gene expression regulation. Omics measurements proved that translational regulation is obligated to more than half of all regulatory magnitudes (34, 35). Translatome, as a novel technology of omics research in recent years, may provide important information on many biological problems and can detect lncRNA (36, 37), circRNA (38) and pri-miRNA (39), which encode polypeptide. Besides, compared with the transcriptome, the translatome is more able to reflect the changes in expression of the proteome. Schafer et al. reported that in rat liver and heart tissues, ribosomal footprint abundance was better associated with genome-wide protein abundance than RNA-seq data was (40). The low correlation between RNA and protein can be attributed to mRNA half-life, protein folding, degradation and post-translational modification (41, 42). Our study showed a high correlation between mRNA and RPFs abundance (Supplementary Figure 4). Therefore, it is speculated that lycopene may participate in TG metabolism by participating in the regulation of gene transcription and translation.

Firstly, we performed RNA-seq on the livers of mice fed HFD and HFD supplemented with lycopene, and identified 695 upregulated and 432 downregulated DEGs of RNA-seq (Supplementary Figure 3). To narrow the focus of the functional genes, Ribo-seq was performed, and 505 upregulated and 853 downregulated DEGs were identified (Figure 3D). KEGG enrichment analysis of the 1,358 DEGs from Ribo-seq showed that the top 20 pathways included the NAFLD pathway (Figure 4B), suggesting that lycopene plays a role in the improvement of NAFLD by affecting the translational expression of related genes. By combining 1,127 DEGs in transcriptomics with 1,358 DEGs in translatomics, the functional genes of interest were narrowed down to 112 DEGs that regulated in the same direction at transcriptional and translational levels (Figure 5C). Translational responses contribute to the establishment of complex genetic regulation, which cannot be achieved by controlling transcription alone (43).

Protein–protein interaction analysis indicated that lycopene improved hepatic steatosis by regulating the TG metabolic process and lipid metabolic process, mainly regulating the expression of LPIN1 (Figure 6A). LPIN1 can activate mitochondrial fatty acid oxidative metabolism by inducing the expression of the nuclear peroxisome proliferator-activated receptor α (44). In addition, the protein encoded by LPIN1 is involved in the regulation of lipid metabolism in the liver and is associated with the phenotype of fatty liver dystrophy mice (45). Free fatty acids are the major sources of TG stored in the liver. The imbalance of fatty acid absorption and processing is a key factor leading to fat accumulation in the liver (46). Lycopene may play a lipid-lowering role by promoting triglyceride metabolism.

## Conclusions

Based on the results, we concluded that lycopene can effectively alleviate liver steatosis induced by HFD, and can be used as a possible dietary strategy for the control and treatment of NAFLD. This beneficial lipid-lowering effect is due to lycopene increasing the expression of genes related to liver lipid metabolic process at transcriptional and translational levels (Figure 7). Our study fills the gap in the translation profiling of lycopene in the process of alleviating hepatic steatosis, which provides a reasonable molecular regulatory mechanism for this phenotype. However, it has not yet formed an in-depth and systematic regulatory network, which is worth exploring in the next step. In addition, our combined analysis based on transcriptomics and translatomics provides a new way to narrow the range of key functional genes, contributing to a better understanding of the mechanisms involved. This provides a new direction for the further research of the relationship between lycopene and lipid metabolism.

**Figure 7:**
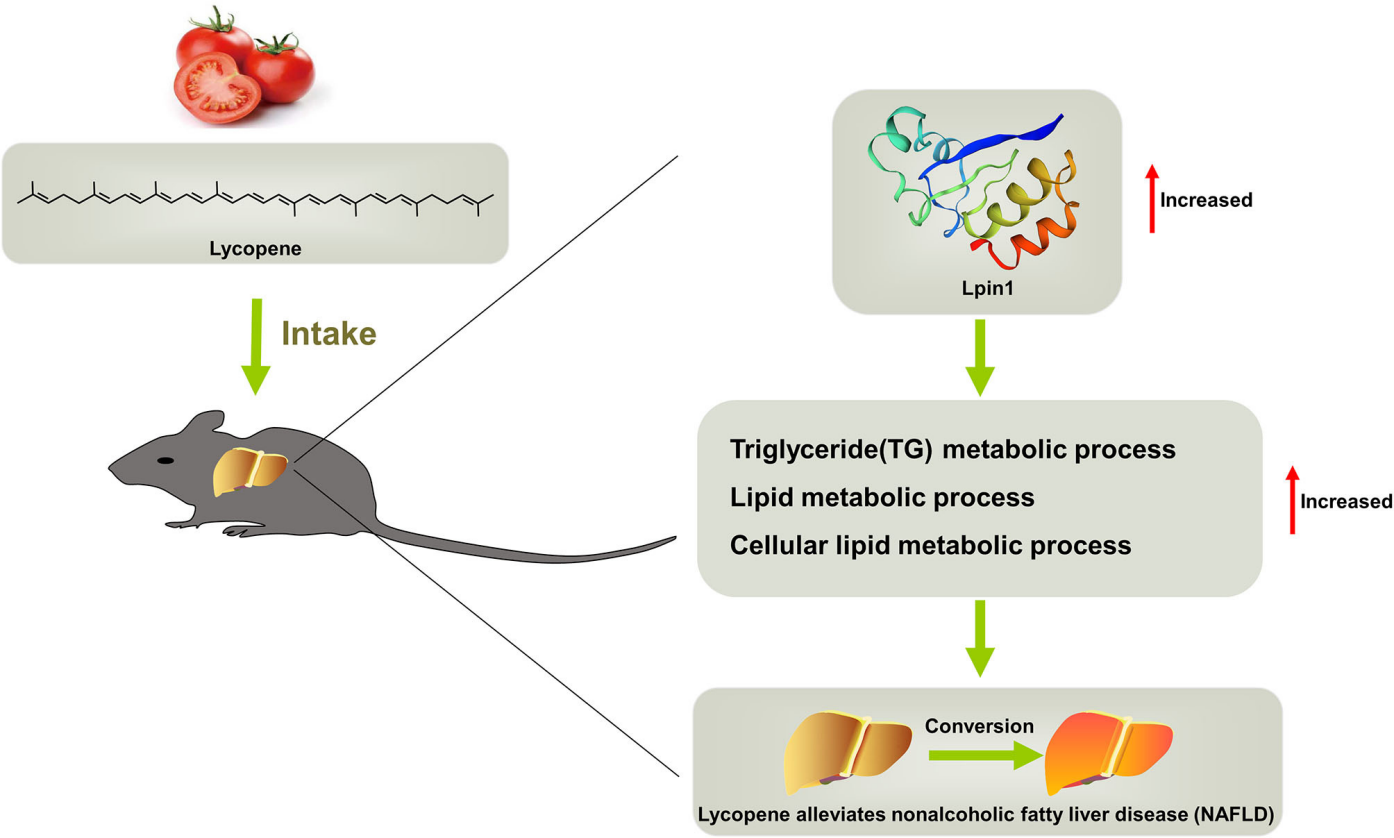
Schematic representation of the mechanisms that mediate lycopene-provided protection against NAFLD.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178322, GSE178322.

## Ethics Statement

The animal study was reviewed and approved by the Committee on the Ethics of Animal Experiments of Guangxi University (No. GXU2019-063).

## Author Contributions

TH, JY, LZ, and GX conceived the project and design the protocol. ZM, SL, ZL, WM, and LY performed the experiments. TH, KL, DY, ZS, and YL performed the data analysis. TH, QF, LZ, and GX wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the National Key R&D Program of China (2018YFD0500402), Guangxi Science Foundation for Distinguished Young Scholars (2020GXNSFFA297008), Guangxi Science and Technology Base and Talents Project (AD18281085), Guangxi Natural Science Foundation (2019GXNSFDA245029), Scientific Research and Technology Development Major Project of Nanning (20192004-1), Scientific Research and Technological Development Program of Yongning District of Nanning City (20180101B), State Key Laboratory for Conservation and Utilization of Subtropical Agro-bioresources (SKLCUSA-a202006), and Training Project of High-level Professional and Technical Talents of Guangxi University.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

HFD: high fat diet
LYC: high-fat feed containing lycopene
DEGs: differentially expressed genes
VLDLs: very low-density lipoproteins
NAFLD: non-alcoholic fatty liver disease
RNA-seq: RNA sequencing
Ribo-seq: ribosome footprint sequencing
OAPA: oleic and palmitic acids
TG: triglyceride
qPCR: quantitative polymerase chain reaction
RFPs: ribosome footprints
RPF: ibosome protected fragment
RPKM: reads per kilobase per million reads
GO: gene ontology
BP: biological process
CC: cellular component
MF: molecular function
KEGG: Kyoto Encyclopedia of Genes and Genomes.

## References

[1] NguyenPLerayVDiezMSerisierSLeBloc'H JSiliartB. Liver lipid metabolism. J Anim Physiol Anim Nutr. (2008) 92:272–83. 10.1111/j.1439-0396.2007.00752.x18477307

[2] JianTYuCDingXChenJLiJZuoY. Hepatoprotective effect of seed coat ofeuryale ferox extract in non-alcoholic fatty liver disease induced by high-fat diet in mice by increasing IRs-1 and inhibiting CYP2E1. J Oleo Sci. (2019) 68:581–9. 10.5650/jos.ess1901831092797

[3] VernonGBaranovaAYounossiZM. Systematic review: the epidemiology and natural history of non-alcoholic fatty liver disease and non-alcoholic steatohepatitis in adults. Aliment Pharmacol Ther. (2011) 34:274–85. 10.1111/j.1365-2036.2011.04724.x21623852

[4] KomineSAkiyamaKWarabiEOhSKugaKIshigeK. Exercise training enhances *in vivo* clearance of endotoxin and attenuates inflammatory responses by potentiating Kupffer cell phagocytosis. Sci Rep. (2017) 7:11977. 10.1038/s41598-017-12358-828931917PMC5607327

[5] MooreMPCunninghamRPDashekRJMucinskiJMRectorRS. A Fad too Far? Dietary strategies for the prevention and treatment of NAFLD. Obesity. (2020) 28:1843–52. 10.1002/oby.2296432893456PMC7511422

[6] GrabowskaMWawrzyniakDRolleKChomczyńskiPOziewiczSJurgaS. Let food be your medicine: nutraceutical properties of lycopene. Food Funct. (2019) 10:3090–102. 10.1039/C9FO00580C31120074

[7] LiNWuXZhuangWXiaLChenYWuC. Tomato and lycopene and multiple health outcomes: umbrella review. Food Chem. (2021) 343:128396. 10.1016/j.foodchem.2020.12839633131949

[8] KawataAMurakamiYSuzukiSFujisawaS. Anti-inflammatory activity of β-carotene, lycopene and Tri-n-butylborane, a scavenger of reactive oxygen species. In vivo. (2018) 32:255–64. 10.21873/invivo.1123229475907PMC5905192

[9] ZengZHeWJiaZHaoS. Lycopene improves insulin sensitivity through inhibition of STAT3/Srebp-1c-mediated lipid accumulation and inflammation in mice fed a high-fat diet. Exp Clin Endocrinol Diabetes. (2017) 125:610–7. 10.1055/s-0043-10191928472825

[10] JhouBYSongTYLeeIHuMLYangNC. Lycopene inhibits metastasis of human liver adenocarcinoma SK-Hep-1 cells by downregulation of NADPH oxidase 4 protein expression. J Agric Food Chem. (2017) 65:6893–903. 10.1021/acs.jafc.7b0303628723216

[11] LindshieldBLCanene-AdamsKErdmanJJ. Lycopenoids: are lycopene metabolites bioactive? Arch Biochem Biophys. (2007) 458:136–40. 10.1016/j.abb.2006.09.01217067545

[12] AhnJLeeHJungCHHaT. Lycopene inhibits hepatic steatosis via microRNA-21-induced downregulation of fatty acid-binding protein 7 in mice fed a high-fat diet. Mol Nutr Food Res. (2012) 56:1665–74. 10.1002/mnfr.20120018222968990

[13] ChungJKooKLianFHuKQErnstHWangXD. Apo-10'-lycopenoic acid, a lycopene metabolite, increases sirtuin 1 mRNA and protein levels and decreases hepatic fat accumulation in ob/ob mice. J Nutr. (2012) 142:405–10. 10.3945/jn.111.15005222259190PMC3278264

[14] Elvira-ToralesLINavarro-GonzálezIGonzález-BarrioRMartín-PozueloGDoménechGSevaJ. Tomato juice supplementation influences the gene expression related to steatosis in rats. Nutrients. (2018) 10:1215. 10.3390/nu1009121530200543PMC6165399

[15] SousaMJLiuXOkeAAroraRFranciosiFVivilleS. DAZL and CPEB1 regulate mRNA translation synergistically during oocyte maturation. J Cell Sci. (2016) 129:1271–82. 10.1242/jcs.17921826826184PMC4813292

[16] MiettinenTPKangJHYangLFManalisSR. Mammalian cell growth dynamics in mitosis. Elife. (2019) 8:e44700. 10.7554/eLife.4470031063131PMC6534395

[17] FujiiKShiZZhulynODenansNBarnaM. Pervasive translational regulation of the cell signalling circuitry underlies mammalian development. Nat Commun. (2017) 8:14443. 10.1038/ncomms1444328195124PMC5316868

[18] LiuMGeRLiuWLiuQXiaXLaiM. Differential proteomics profiling identifies LDPs and biological functions in high-fat diet-induced fatty livers. J Lipid Res. (2017) 58:681–94. 10.1194/jlr.M07140728179399PMC5392744

[19] LuYShaoMXiangHZhengPWuTJiG. Integrative transcriptomics and metabolomics explore the mechanism of kaempferol on improving nonalcoholic steatohepatitis. Food Funct. (2020) 11:10058–69. 10.1039/D0FO02123G33135718

[20] GygiSPRochonYFranzaBRAebersoldR. Correlation between protein and mRNA abundance in yeast. Mol Cell Biol. (1999) 19:1720–30. 10.1128/MCB.19.3.172010022859PMC83965

[21] MaierTGüellMSerranoL. Correlation of mRNA and protein in complex biological samples. FEBS Lett. (2009) 583:3966–73. 10.1016/j.febslet.2009.10.03619850042

[22] IngoliaNTGhaemmaghamiSNewmanJRWeissmanJS. Genome-wide analysis *in vivo* of translation with nucleotide resolution using ribosome profiling. Science. (2009) 324:218–23. 10.1126/science.116897819213877PMC2746483

[23] LiuSYangDYuLAluoZZhangZQiY. Effects of lycopene on skeletal muscle-fiber type and high-fat diet-induced oxidative stress. J Nutr Biochem. (2021) 87:108523. 10.1016/j.jnutbio.2020.10852333039582

[24] ZhaoBLiuHWangJLiuPTanXRenB. Lycopene supplementation attenuates oxidative stress, neuroinflammation, and cognitive impairment in aged CD-1 mice. J Agric Food Chem. (2018) 66:3127–36. 10.1021/acs.jafc.7b0577029509007

[25] QiYZhangZLiuSAluoZZhangLYuL. Zinc supplementation alleviates lipid and glucose metabolic disorders induced by a high-fat diet. J Agric Food Chem. (2020) 68:5189–200. 10.1021/acs.jafc.0c0110332290656

[26] LianXGuoJGuWCuiYZhongJJinJ. Genome-wide and experimental resolution of relative translation elongation speed at individual gene level in human cells. PLoS Genet. (2016) 12:e1005901. 10.1371/journal.pgen.100590126926465PMC4771717

[27] XiaoCLMaiZBLianXLZhongJYJinJJHeQY. FANSe2: a robust and cost-efficient alignment tool for quantitative next-generation sequencing applications. PLoS ONE. (2014) 9:e94250. 10.1371/journal.pone.009425024743329PMC3990525

[28] HuangTYuJLuoZYuLLiuSWangP. Translatome analysis reveals the regulatory role of betaine in high fat diet (HFD)-induced hepatic steatosis. Biochem Bioph Res Commun. (2021) 575:20–7. 10.1016/j.bbrc.2021.08.05834454176

[29] MortazaviAWilliamsBAMcCueKSchaefferLWoldB. Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods. (2008) 5:621–8. 10.1038/nmeth.122618516045PMC13303166

[30] RobinsonMDMcCarthyDJSmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. (2010) 26:139–40. 10.1093/bioinformatics/btp61619910308PMC2796818

[31] WanXYangZJiHLiNYangZXuL. Effects of lycopene on abdominal fat deposition, serum lipids levels and hepatic lipid metabolism-related enzymes in broiler chickens. Anim Biosci. (2021) 34:385–92. 10.5713/ajas.20.043233152222PMC7961199

[32] OtaT. Prevention of NAFLD/NASH by Astaxanthin and β-Cryptoxanthin. Adv Exp Med Biol. (2021) 1261:231–8. 10.1007/978-981-15-7360-6_2133783746

[33] LeeYHuSParkYKLeeJY. Health benefits of carotenoids: a role of carotenoids in the prevention of non-alcoholic fatty liver disease. Prev Nutr Food Sci. (2019) 24:103–13. 10.3746/pnf.2019.24.2.10331328113PMC6615349

[34] ZhaoJQinBNikolayRSpahnCZhangG. Translatomics: the global view of translation. Int J Mol Sci. (2019) 20:212. 10.3390/ijms2001021230626072PMC6337585

[35] IngoliaNTBrarGARouskinSMcGeachyAMWeissmanJS. The ribosome profiling strategy for monitoring translation *in vivo* by deep sequencing of ribosome-protected mRNA fragments. Nat Protoc. (2012) 7:1534–50. 10.1038/nprot.2012.08622836135PMC3535016

[36] KondoTPlazaSZanetJBenrabahEValentiPHashimotoY. Small peptides switch the transcriptional activity of Shavenbaby during Drosophila embryogenesis. Science. (2010) 329:336–9. 10.1126/science.118815820647469

[37] AndersonDMAndersonKMChangCLMakarewichCANelsonBRMcAnallyJR. A micropeptide encoded by a putative long noncoding RNA regulates muscle performance. Cell. (2015) 160:595–606. 10.1016/j.cell.2015.01.00925640239PMC4356254

[38] ZhangMHuangNYangXLuoJYanSXiaoF. A novel protein encoded by the circular form of the SHPRH gene suppresses glioma tumorigenesis. Oncogene. (2018) 37:1805–14. 10.1038/s41388-017-0019-929343848

[39] LauresserguesDCouzigouJMClementeHSMartinezYDunandCBécardG. Primary transcripts of microRNAs encode regulatory peptides. Nature. (2015) 520:90–3. 10.1038/nature1434625807486

[40] SchaferSAdamiEHeinigMRodriguesKKreuchwigFSilhavyJ. Translational regulation shapes the molecular landscape of complex disease phenotypes. Nat Commun. (2015) 6:7200. 10.1038/ncomms820026007203PMC4455061

[41] SchwanhäusserBBusseDLiNDittmarGSchuchhardtJWolfJ. Global quantification of mammalian gene expression control. Nature. (2011) 473:337–42. 10.1038/nature1009821593866

[42] NedialkovaDDLeidelSA. Optimization of codon translation rates via tRNA modifications maintains proteome integrity. Cell. (2015) 161:1606–18. 10.1016/j.cell.2015.05.02226052047PMC4503807

[43] LoyaCMVan VactorDFulgaTA. Understanding neuronal connectivity through the post-transcriptional toolkit. Genes Dev. (2010) 24:625–35. 10.1101/gad.190771020360381PMC2849119

[44] FinckBNGroplerMCChenZLeoneTCCroceMAHarrisTE. Lipin 1 is an inducible amplifier of the hepatic PGC-1alpha/PPARalpha regulatory pathway. Cell Metab. (2006) 4:199–210. 10.1016/j.cmet.2006.08.00516950137

[45] PéterfyMPhanJXuPReueK. Lipodystrophy in the fld mouse results from mutation of a new gene encoding a nuclear protein, lipin. Nat Genet. (2001) 27:121–4. 10.1038/8368511138012

[46] MussoGGambinoRCassaderM. Recent insights into hepatic lipid metabolism in non-alcoholic fatty liver disease (NAFLD). Prog Lipid Res. (2009) 48:1–26. 10.1016/j.plipres.2008.08.00118824034

# Supplementary material for: Translatomics Probes Into the Role of Lycopene on Improving Hepatic Steatosis Induced by High-Fat Diet
**Source:** Front Nutr. 2021 Nov 2;8:727785. doi: 10.3389/fnut.2021.727785
**Supplement:** Supplementary Table 1 — Nutritional composition of mice feed.

Supplementary Table 1: Nutritional composition of mice feed

| Nutrient, % | CK group | HFD and LYC groups |
| --- | --- | --- |
| protein | 19.2 | 24 |
| carbohydrates | 67.3 | 41 |
| fats | 4.3 | 24 |

How the deposited data were processed for this re-analysis (not part of the article)

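Ribo-seq and RNA-seq libraries of the livers of 3 mice of the HFD group and 3 mice of the LYC group were taken from the deposited data, 12 libraries in all. The mice had been on their diets for 8 weeks from week 8. The 3 Ribo-seq libraries of a group are called replicates 1, 2 and 3 in the order of the labels. Replicate numbers come from the labels alone, and the same number in HFD and LYC stands for different mice. The labels also state that RNA or footprints of the groups were pooled before library construction, where the paper's RNA-seq methods write prepared. Its Ribo-seq methods say that digested samples were pooled before the ribosomes were pelleted, without naming which samples. Pooling across mice therefore cannot be excluded. That each library stands for a single mouse rests on the sample titles and on the paper, which calls the libraries biological replicates. The treatment label of the LYC samples names only the high-fat diet, so their lycopene feed is taken from the titles and the paper.

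For the Ribo-seq libraries the authors deposited RPKM values, made with cutadapt, bowtie2, STAR on GRCm38/mm10 and FANSE2. For the libraries labelled RNA-seq the authors deposited read counts per gene and RPKM values made by the same steps. The versions, annotation release and filters of these steps are not stated.

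Counts had been planned for Ribo-seq. As the deposited unit is RPKM, the test became limma on log2 RPKM, and tests on reads became alternatives. RPKM values were divided by TMM factors computed on the recovered reads, and 1 was added before the log2. Reads were recovered from the size of the steps between RPKM values. Of 25033 Ribo-seq entries, 26 had gene names turned into dates, and 4 that shared a name were left out of the tests. The gene length of the table labelled RNA-seq gave whole reads in 67.5% to 69.3% of the values above 0 of a library. In a simulation of 3000 genes, 99.0% of 14184 values above 0 were recovered with the right number of reads.

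Library totals and the worth of 1 read are given beside the first Ribo-seq result. A call required an absolute log2 fold change above 1 and an unadjusted p below 0.01, two-sided. The paper's methods give 0.001 where its results give 0.01, and the latter was used. The libraries labelled RNA-seq were fitted with edgeR's quasi-likelihood test on counts with TMM factors. They track the Ribo-seq libraries, so they are described apart and their genes are not named, except Lars2, chosen after its values were seen. Lists of genes were tested with limma's camera and, as an alternative, fry.

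The tests and most alternatives were fixed before the data were examined, after the paper and its supplementary tables had been read. Those tables hold calls made on the same Ribo-seq libraries, so the lists of genes were not chosen blind to them. The genes named come from Lpin1, the other genes that Fig. 6A colours as TG metabolic process, members of the tested lists, and the 5 genes in each direction with the smallest p among calls whose libraries do not overlap. Not every gene this rule covers is reported here. Any other gene is said to be chosen after its values were seen.

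The alternatives were other scalings, filters and thresholds, a replicate block, a correction for gene length, DESeq2, edgeR's exact test, and leaving out each library in turn. The tests of limma with and without the length trend, edgeR, DESeq2 and camera were run on simulated data with the depths of these libraries, and the other alternatives were not. There limma called 178 of 183 changed genes in the right direction and 26 of 5324 unchanged genes. The changed genes had an absolute log2 fold change of 2, at a dispersion of 0.05. Smaller changes, and a share of small RNA that differs between the groups, were not simulated. The result therefore does not cover genes near the threshold. Of 200 random lists of unchanged genes, 0.5% had a camera p below 0.05. That simulation holds no differences shared by many genes between mice, which real livers have.

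Translational efficiency was not tested, as it needs RNA-seq values independent of the Ribo-seq libraries. The enrichment of GO terms was not recomputed. Software was R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.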

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

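All tests of explanations in this part were chosen only after the result was seen. A p from limma's camera test takes genes as its units, and 3 mice against 3 cannot give an exact permutation p under 0.1, so no such p below measures the variation between mice.

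The libraries labelled RNA-seq drew attention because they hold a signal of another assay. After the group means were removed, each of the 6 correlated with 1 Ribo-seq library across 5278 genes, with Pearson's r from 0.960 to 0.976; genes are not independent replicates. The 12 other pairs within a group ranged from -0.595 to -0.380, where removing the mean of 3 libraries pushes these values below 0 once 1 pair matches. Without that step, the counts of 73.3% to 82.5% of genes with at least 100 reads lay within 5% of each other in the matched pairs, and of at most 17.2% in the others after scaling to equal sums. Labelled HFD1, HFD2 and HFD3 matched Ribo-seq HFD2, HFD3 and HFD1, and the LYC libraries matched in order. Of the values in the paper's RNA-seq supplement, 3.20% lay within 1% of this table. A candidate explanation is that the Ribo-seq libraries were counted a second time, and the match with the supplement speaks against the paper's RNA-seq libraries. No biological explanation was tested.

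The share of reads on genes of small non-coding RNA, which the paper does not report, drew attention as a signal outside its results. These genes took 12.3% of the Ribo-seq reads on listed genes in LYC and 4.01% in HFD. Depth alone would place the shallowest HFD library nearest to LYC, and it had the lowest share, 3.23%. Without the 10 genes with the largest share, the lowest LYC library still had 3.66% and the highest HFD library 2.94%. In 4 of 5 classes of small RNA the share was larger in every LYC library than in any HFD library. Spliceosomal RNA went the other way, with 0.320% to 0.386% in LYC and 0.434% to 0.603% in HFD, so not all classes shared the rise. More fragments other than footprints in the LYC preparations may be the cause of the larger share. That cannot be told apart from a change in the livers with these data.

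Clock genes that peak late in the light phase had a median log2 fold change of 1.29 in Ribo-seq, with 7 of 8 higher in LYC. Dbp had 3.10 (adjusted p = 0.00688, limma with Benjamini-Hochberg adjustment) and Usp2 2.27 (adjusted p = 0.00761), each higher in every LYC library than in any HFD library. Camera's p for the list was 0.000400. It was 0.000147 with the length trend removed and 0.000166 with the GC trend removed. With total library size it was 0.000114, where the list's median moved to 1.05 and that of all genes from -0.10 to -0.36. Camera compares the list with the other genes, so its p cannot test a scaling that moves both. After thinning all libraries to 270290 reads the median of camera's p was 0.0330, over draws from 0.00252 to 0.117. The median log2 fold change was then 1.43, over draws from 0.743 to 1.98, so the median over draws did not shrink at equal depth. It was below 1.29 in 4 of the 10 draws, and the p of some draws leaves the test of depth open. Of the 4 splits that part all same-numbered libraries, the real one included, 1 gave as small a p. The other 6 splits part 1 such pair, and the next smallest p, 0.000439, came from HFD1, HFD3 and LYC1 against the rest.

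A difference in the time of day at which the livers were taken might move these genes, and it would move genes that peak late in the dark phase the other way. The 4 such genes tested had a median of -0.57 with a camera p of 0.318. However, the filter on low reads removed Arntl and Npas2, which had reads in every HFD library and none in LYC, so it depends on the change that is tested. Without the filter all 6 genes were lower, with a median of -1.29 and a camera p of 0.0540, the direction a different hour would give. The paper's RNA-seq supplement does not cover every gene and was read before the lists were written. It gives log2 fold changes for 10 of the late light genes, all higher in LYC, and none for Nr1d1 and Nr1d2. Among the 10 are Ciart (6.80), Usp2 (5.69), Per1 (3.35), Per2 (2.76) and Per3 (2.63). Of the late dark genes the paper's values include Npas2 (-8.95). That is also the direction a different hour would give, and the explanation remains open. Fasting or glucocorticoids might also raise clock genes. Genes they induce had a median of 1.20, with 9 of 10 higher in LYC and a camera p of 9.88e-05. Without the filter on low reads 10 of 13 were higher, with a lower median of 0.73 and a camera p of 7.35e-07. Per1 is in both lists. The hour of collection and fasting before it are not stated in the paper, so neither explanation can be set apart from lycopene.

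The genes induced by glucocorticoids or fasting drew attention because the paper does not discuss them as a group, though Pck1 is among them. Their camera p was 0.000116 with the length trend removed and 1.81e-05 with the GC trend removed, and its median after thinning was 0.000575. With total library size it was 2.36e-05, which cannot test the scaling, as this moves the list and the other genes together. Of the 4 splits that part all same-numbered libraries, 1 gave as small a p, but 2 of the other 6 gave a smaller one, down to 5.04e-05. The list may therefore also differ between single mice.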

How the results depend on the processing

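The alternatives marked as added were chosen after seeing the data. Depth was tested for the lower calls without a filter and for the Ribo-seq calls with total library size, as given under the other observations. For every other value in this part that moved, the cause was not tested.

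With a replicate block, 392 Ribo-seq genes were called higher and 356 lower, beside 395 and 370 without it, and camera's p for the respiratory subunits was 1.12e-10 beside 2.98e-11. Same-numbered libraries, which are different mice, had a mean correlation of deviations of 0.0449 in Ribo-seq and -0.0454 in the libraries labelled RNA-seq.

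With total library size in place of TMM, 234 Ribo-seq genes were called higher and 656 lower. In the libraries labelled RNA-seq 134 and 2760 were called beside 551 and 434, and 91 genes were higher and 636 lower in both beside 356 and 309. The respiratory subunits in the libraries labelled RNA-seq then turned from 0.75 to -0.32, where the median of all genes moved from -0.13 to -1.16 in the same fits. Added settings on total size gave 232 higher genes without small non-coding RNA and 775 lower genes by edgeR's quasi-likelihood test.

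Without a filter, 852 Ribo-seq genes, 988 in the libraries labelled RNA-seq and 484 in both were called lower, and edgeR's exact test without a filter, added, called 908 lower. With at least 10 reads in every library, 192 and 155 Ribo-seq genes were called higher and lower, 264 and 173 in the libraries labelled RNA-seq, and 179 and 143 in both. At an unadjusted p below 0.001 the numbers were 193 and 106, 362 and 167, and 176 and 88.

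Across the 6 fits that each left out one library, Ribo-seq calls ranged from 270 to 574 higher and from 147 to 699 lower, and calls lower in both tables from 128 to 468, where a left-out HFD label stands for different libraries in the 2 tables. Without an HFD library 147 to 178 genes were called lower, and without a LYC library 462 to 699.

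The median of clock genes peaking late in the dark phase ranged from -1.24 to 0.0401 in Ribo-seq across these fits and from -1.44 to 0.00712 in the libraries labelled RNA-seq, both turning without LYC replicate 2. In the latter, camera's p fell to 0.0355 without HFD replicate 1.

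The squared correlation of HFD and LYC was 0.849 on log2(RPKM + 1) and ranged from 0.735 to 0.791 with a library left out. That of the 2 tables in LYC was 0.801 on log2(RPKM + 1) beside 0.932. Genes detected in both groups fell to 7340 when all 3 libraries were required. The share of PC1 was 44.3% on log2(RPKM + 1), 53.4% on log2 TMM-scaled counts of the genes kept, and 93.6% to 97.9% with a library left out. The median correlation within groups of the libraries labelled RNA-seq was 0.910 with a pseudocount of 0.1 and 0.908 at an RPKM of at least 1, beside 0.944.

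Some named genes changed sign, none of them called with all libraries and the main settings. With total library size, Cry1 had a log2 fold change of -0.215, and without a filter -0.0612. Under added settings Cry1 had -0.127 with total size without small non-coding RNA, Cry1 -0.0960 with a pseudocount of 0.1, and Nr1d2 -0.0160 by quasi-likelihood with total size. With each library left out in turn, Cry1 ranged from -0.613 to 0.852, Nfil3 from -2.02 to 0.106, G6pc from -0.556 to 0.0792, and Igfbp1 from -0.219 to 1.16, where the fit without LYC replicate 1 called it.

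Over 42 named genes, 372 of 391 values under alternatives set beforehand kept direction and side of the threshold, 12 fell below it, 5 passed it and 2 changed sign. With a library left out, of 241 values 218 kept both, 14 fell below, 3 passed and 6 changed sign. Under added settings, of 244 values 231 kept both, 8 fell below, 2 passed and 3 changed sign. Lpin1 kept both in every fit. The respiratory subunits, the late light clock genes and the genes induced by glucocorticoids or fasting kept both in every Ribo-seq setting given here, which does not include thinning.

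The alternatives for translational efficiency were not run, as the libraries labelled RNA-seq are not independent of the Ribo-seq libraries.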

Differences from the paper's values

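The paper reports 853 genes lower in LYC in Ribo-seq, where 370 were called. Of the alternatives set before the data were examined, total library size (656), no filter (852) and leaving out LYC replicate 3 (699) came within 1.5 times of the paper's number. For the 505 higher genes, total library size moved the number from 395 to 234, outside that range. No filter (366) and leaving out LYC replicate 3 (574) stayed within it. For the lower genes the other alternatives did not come within it: replicate block, DESeq2, RLE size factors, at least 10 reads in every library, no small non-coding RNA, an unadjusted p below 0.001, an adjusted p below 0.05, the length trend with and without the block, edgeR's exact test, and leaving out any other library. Chosen after seeing the values, edgeR's exact test without a filter (908) and its quasi-likelihood test with total library size (775) also came within it for the lower genes.

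The paper counts 51 genes higher and 61 lower in both transcriptome and translatome, where the 2 deposited tables gave 356 and 309. For the genes higher in both, none of the alternatives set before the data were examined closed the gap. For those lower in both, an unadjusted p below 0.001 (88) did and no other. The libraries labelled RNA-seq are not those of the paper's RNA-seq results, so the numbers do not measure the same thing.

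The paper gives a squared correlation of RNA-seq and Ribo-seq abundance of 0.7225 in HFD and 0.5372 in LYC, where the 2 tables gave 0.923 and 0.932. None of the alternatives set before the data were examined closed either gap. The numbers of RNA-seq DEGs came within 1.5 times of the paper's, but from libraries that are not the paper's.

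The paper counts Lipe among the genes higher in both assays, and here the filter on low reads removed it. Without a filter its log2 fold change was 1.13 and it was not called. It was called without LYC replicate 1 (1.52) and, in a setting chosen after seeing the values, by edgeR's exact test without a filter (1.28).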

Other observations

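All tests of explanations in this part were chosen only after the result was seen.

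The respiratory subunits were weighed against technical explanations in Ribo-seq. Camera's p for the list was 0.000769 with the length trend removed, 2.68e-12 with the GC trend removed and 1.03e-08 as the median of libraries thinned to 270290 reads. With total library size it was 1.29e-10, which cannot test the scaling, as this moves the list and the other genes together. The list's median was then 0.46, with 58 of 77 genes higher. Of 10000 random lists matched on length and abundance, 99.5% had a lower median, and their middle value was 0.42, beside 0.75 for the list, so part of the shift is shared by genes of its length and abundance. Of the 4 splits that part all same-numbered libraries, 1 gave as small a p. A split with 1 HFD and 2 LYC libraries on one side, which still holds part of the contrast of the diets, gave 5.02e-09. A rise of these subunits with lycopene is a hypothesis that 3 mice per group cannot set apart from a difference between single mice.

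More genes were detected in HFD alone than in LYC alone, and depth accounts for part of it. After thinning to equal reads, 1982 genes were detected in HFD alone and 633 in LYC alone, against 3913 and 115 before thinning over the same genes. What keeps the rest was not tested.

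Without a filter on low genes, 852 genes were called lower and 366 higher. After thinning to 270290 reads the median ratio of lower to higher calls was 1.13 with limma, over draws from 1.05 to 1.23, and 1.06 with edgeR's exact test, from 1.02 to 1.14. With TMM scaling, a candidate explanation for the excess of lower calls is therefore the greater depth of HFD. Scaling also moves the split, as 26.3% of calls were higher with total library size and 51.6% with TMM, both with the filter on low genes. With total library size and this filter the excess did not go away at equal depth, with a median of 482.5 lower and 167.5 higher calls over the thinned draws. The paper's excess of downregulated genes may share these explanations, which the design cannot set apart from lycopene.

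Reads of small RNA genes might be counted on coding genes that hold them. Of 319 coding genes called higher, 34 overlapped a small RNA gene, an odds ratio of 0.994 against the coding genes not called (Fisher's exact test, two-sided, p = 1). Overlap was counted anywhere between gene start and end, introns included, and genes were not matched on length. The test therefore shows no excess of such genes but leaves the explanation open.

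A list of 15 markers of striated muscle had 367, 241 and 26 reads in the HFD libraries and 1, 0 and 0 in LYC. The lowest HFD rate predicts 34.8 reads over the LYC libraries, so depth does not account for it. Scaled to RPKM's unit of depth and without Ttn, the lowest HFD rate was 7.19 reads, above the 2.54 of the highest LYC library, so 1 long gene does not either. The 11 markers of pancreatic acinar cells had 33.7, 36.5 and 38.4 reads on that scale in HFD and 35.5, 0 and 17.0 in LYC, where LYC1 lies within the HFD range. Tissue other than liver in the HFD samples may be a source of the muscle reads, and no biological explanation was tested.

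For the numbers of calls, 1 of the 4 splits that part all same-numbered libraries, the real one, gave as many, for genes higher and lower in Ribo-seq, in the libraries labelled RNA-seq and in both tables. No other split of the 10 gave more than 12 higher or 10 lower genes in Ribo-seq, or 8 or 3 in the libraries labelled RNA-seq. For calls in both tables the other splits are no measure of chance, because the HFD labels of the 2 tables do not match and such a split parts different libraries in each.

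In the libraries labelled RNA-seq, the respiratory subunits had a median of 0.75 (1 of the 4 splits as small a p), the late light clock genes 1.51 (1 of 4, but 3 of all 10) and the late dark clock genes -0.71 (1 of 4, but 5 of all 10). In Ribo-seq 2 of the 4 splits gave as small a p for the late dark clock genes. As these libraries track the Ribo-seq ones, they are no second measurement.

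Several genes were chosen after their values were seen. Higher in every LYC library than in any HFD library were Mir30a (log2 fold change 6.88), Pex13 (4.88), Car9 (4.67), Rmrp (4.20), Upp2 (3.95) and Gm20594 (2.95). Lower in every LYC library were Neat1 (-3.48) and Mir34a (-3.03). Of Neat1 the HFD libraries held 1535, 918 and 399 reads and the LYC libraries 7, 11 and 11.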
